A study of Homo sapiens with 14 samples. Its data were reported in "RNA N6-methyladenosine reader YTHDC1 is essential for TGF-beta-mediated metastasis of triple negative breast cancer" (2022).

How the data were processed

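Gene expression was measured by RNA sequencing in MDA-MB-231, an established human triple-negative breast cancer line, made to express the Cas9 nuclease. The cells received a single guide RNA (sgRNA) by lentivirus at a multiplicity of infection of 4 and were kept in 2 µg/ml puromycin for 4 days. The guides were sgNS, the control, and sgA and sgB, both against YTHDC1, which encodes a nuclear protein that binds RNA carrying N6-methyladenosine (m6A). Whole-cell RNA was selected for poly(A) tails in 3 groups (sgNS, sgA and sgB). Nuclear and cytoplasmic RNA of sgNS and sgB cells was depleted of ribosomal RNA, giving 4 further groups. Each group held 2 replicates, so there were 14 libraries. All were made with the KAPA RNA HyperPrep kit and 12 cycles of PCR. The submitters call the replicates biological but do not state whether they were transduced and grown apart. If they were not, the p-values below measure only the spread between these samples.

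The authors mapped reads with STAR 2.7.2b to the human genome build GRCh38, and RSEM 1.2.31 gave expected counts per gene in the deposited count tables. These expected counts were not scaled, and 12.3% of the whole-cell entries and 13.4% of the fraction entries were not whole (tolerance 0.001). They were rounded before use. Each table held 61695 genes, and the fraction table also held 92 ERCC spike-in sequences, synthetic RNAs added to the samples. The strand that was counted is not stated. The authors also deposited DESeq2 result tables for sgA against sgNS, sgB against sgNS and the change of the nuclear to cytoplasmic ratio. The fold change and its error are given by the authors on the log2 scale, with a p-value and an adjusted p-value per gene. According to the study's methods, the whole-cell tables were made after a batch correction with ComBat-seq, whose batches are not named. The ratio table was made after a correction with RUVSeq, whose number of factors is not stated. Values from these tables appear in a single paragraph of the report, and all other values came from the deposited counts.

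Counts were analysed in R 4.3.3 with edgeR 4.0.16. In the whole-cell table, genes with fewer than 5 counts in at least 50% of the libraries were removed, which left 17740 genes. In the fraction table, genes with at least 5 counts in at least 4 libraries were kept, which left 20497 genes. Library sizes were scaled with TMM factors, between 0.843 and 1.18 in the fractions. Every comparison used the edgeR quasi-likelihood test with robust dispersion over all libraries of its table, two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05 on the adjusted p. Fold changes are given on the log2 scale with the standard error (SE) of the fit, and levels as CPM (counts relative to library size) with the standard deviation (SD) over 2 libraries. The nuclear to cytoplasmic ratio change was the interaction term (sgB nuclear minus sgB cytoplasmic, minus the same difference in sgNS). A gene past the threshold with a log2 ratio change of at least 0.5 is called nuclear retained, and the mirror image is called opposite. Contrasts for the knockout as a whole averaged sgA and sgB.

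Tests, filters, thresholds, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The replicate number as a block in the whole-cell fit was among those alternatives. It was made the fit that the whole-cell results lead with only after the planned fit without a block had called 0 genes. The deviations of replicates from their group mean correlated across genes between groups (0.638 to 0.695 for the 3 pairs of whole-cell groups), so replicate numbers pair these samples. In the fractions the same correlations lay between -0.0485 and 0.072, and no block was used. The common dispersion fell from 0.0953 to 0.0103 with the block, and it was 0.00355 in the fractions. Replicate libraries differed from each other by more than counting error in every group (chi-squared per degree of freedom of 3.95 to 125), so no library was a copy of another.

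The 36 gene lists were each tested with limma 3.58.1 camera on log CPM (prior count 2) with a preset correlation of 0.01 between genes, and again with an estimated correlation. Lists with fewer than 5 tested members would have been left out, and none were. Counts of members past the threshold are given over all genes and adjusted over the list alone. The genes named are those the study followed or used as controls (YTHDC1, SMAD3, SNAI1, FN1, IL11, CDH1, CLDN7, HPRT1, ACTB, SRSF3, SPRY1 and TUG1), the most changed genes with a mean of at least 5 CPM whose replicates did not overlap between groups, and the most significant members of each list. The whole-cell part of this rule asked for genes called with each guide, and the planned fit gave none. It was therefore applied to the blocked fit. Within-replicate changes used a pseudocount of 0.5 CPM. Gene positions came from GENCODE v29 on GRCh38, while the authors counted over GENCODE v33. Guide sequences were searched in the transcripts of that annotation only, not in the whole genome.

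The pipeline was tested on simulated data made from these libraries, with 200 planted genes, 100 with a log2 change of 1 and 100 with 0.5. Without a block the whole-cell fit recovered 0% at either size. With the block it recovered 95% and 59%, and 8.88% of its calls were false. The ratio fit recovered 92% and 48%, with 15.2% false calls. Both false shares exceed the nominal 5%.

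Depth was 27312118 to 29158671 counts per whole-cell library, 30376761 to 33673618 per nuclear library and 45235818 to 48127441 per cytoplasmic library. With 2 libraries per group, precision is set by the spread between replicates more than by depth. Alternatives changed the scaling (DESeq2 size factors, library size alone, TMM within each fraction), the test (DESeq2 1.42.0 Wald test), the filter, the block, a ComBat-seq correction (sva 3.50.0), a residual factor, the bound on the fold change, and the libraries used. Scaling to the spike-ins, leaving out both sgB replicate 2 fraction libraries, and combinations of the block with another test, scaling or filter were added after the data had been seen. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.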

Results

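RNA of MDA-MB-231 cells was sequenced 4 days into puromycin selection for a control guide (sgNS) or a guide against YTHDC1 (sgA or sgB), with 2 replicates in each of 7 groups. The whole-cell libraries, made from poly(A) RNA, held 27312118 to 29158671 counts each. The fraction libraries, made from nuclear or cytoplasmic RNA depleted of ribosomal RNA, held 30376761 to 48127441. The guides cut the coding region of YTHDC1 (chromosome 4, 68310387 to 68350089, GRCh38). The sgA sequence AGATGAGCCGACTTAGTGAA lies at 68324191 to 68324210 in exon 10 of 17, and the sgB sequence ACGGAGGATCTCCTATACAC at 68330070 to 68330089 in exon 9. Neither matched a transcript of another gene.

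YTHDC1 RNA was lower in every knockout library than in the control libraries of the same kind. In whole cells it stood at 124 and 90.9 CPM with sgNS, 74.2 and 62.6 CPM with sgA, and 73.8 and 69.6 CPM with sgB. In nuclei it went from 132 and 128 CPM with sgNS to 79.4 and 75.3 CPM with sgB, and in cytoplasm from 71.4 and 72.9 CPM to 41 and 42.9 CPM. With the replicate block the whole-cell change was -0.55 on the log2 scale (SE 0.082, 1.46-fold, adjusted p = 0.00445, 4 knockout against 2 control libraries). Within replicates it was -0.73 and -0.53 for sgA and -0.74 and -0.38 for sgB. YTHDC1 fell by 0.69 in nuclei (SE 0.0551) and by 0.73 in cytoplasm (SE 0.056), and its nuclear to cytoplasmic ratio changed by 0.04 (SE 0.0784, adjusted p = 0.847), which did not pass. Cas9 edits need not remove a transcript, so RNA levels say little about the remaining protein. For the protein, the paper shows a Western blot of its knockout cells. Without the block the whole-cell change in YTHDC1 RNA was -0.57 (adjusted p = 0.259).

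**Figure D1:**
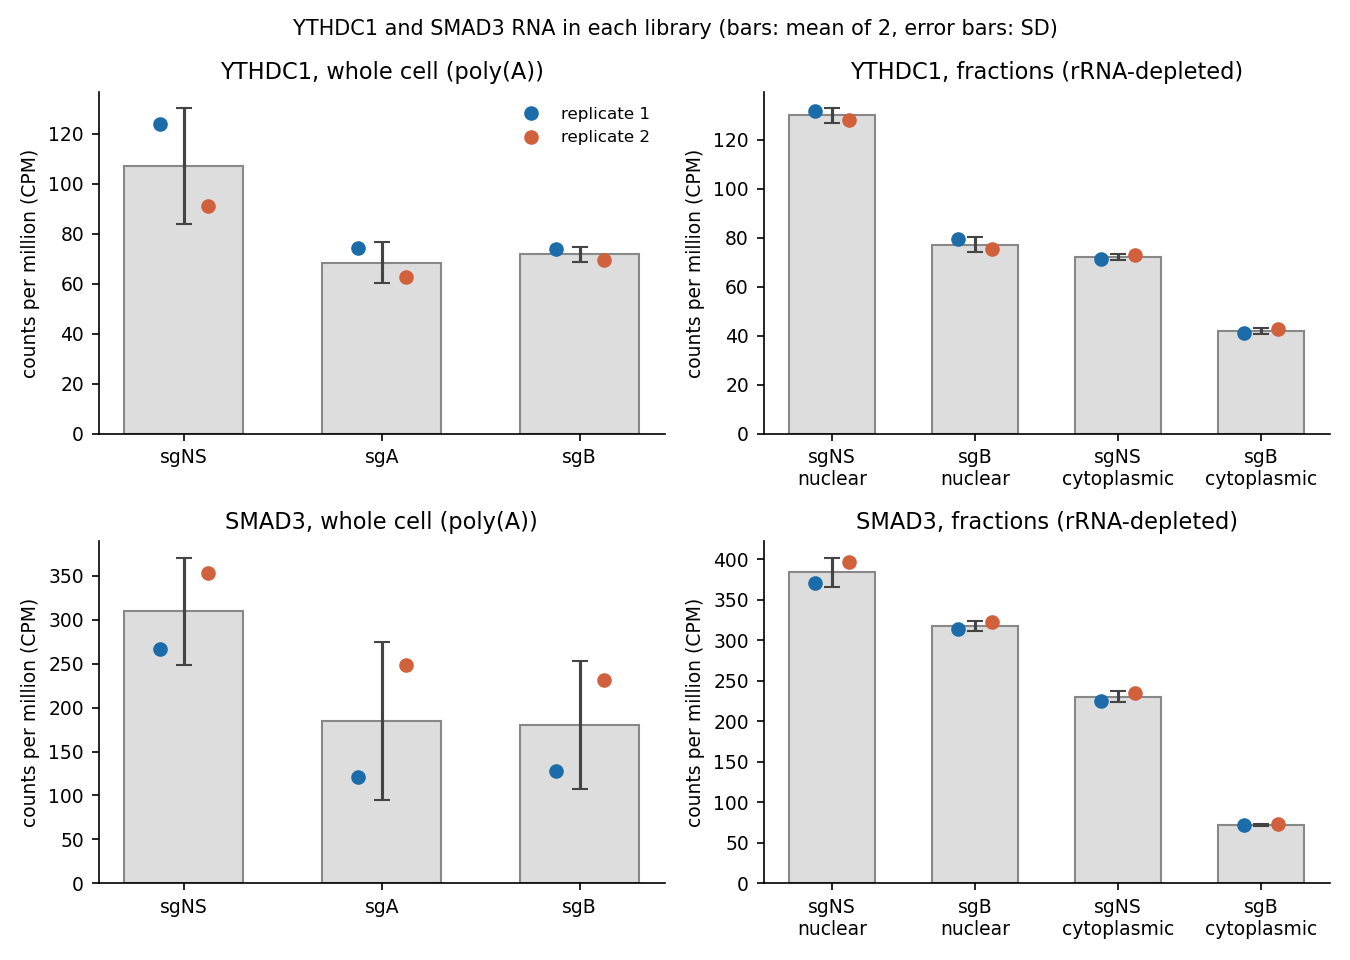
CPM of YTHDC1 and SMAD3 in each library, with bars for the mean of 2 replicates, error bars for the SD and points for replicates. Both genes were lower in sgA and sgB than in sgNS whole cells, and in the cytoplasm SMAD3 went from 230 CPM with sgNS to 72 CPM with sgB.

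The whole-cell libraries asked how loss of YTHDC1 changes total poly(A) RNA. The genes with the largest rise common to both guides included a pair of mitochondrial transfer RNAs, MT-TM for methionine (chromosome M, 4402 to 4469) at 20.6-fold (log2 4.36, SE 0.202) and MT-TI for isoleucine at 13.3-fold (3.73, SE 0.161). FBXW10, an F-box protein gene (chromosome 17, 18744024 to 18779349), rose 13.2-fold (3.72, SE 0.359), and RELN, which encodes the secreted matrix protein reelin (chromosome 7, 103471784 to 103989516), rose 10.5-fold (3.39, SE 0.218). With sgNS, MT-TM stood at 0.439 and 0.626 CPM, MT-TI at 1.06 and 1.01, FBXW10 at 1.54 and 0.278 and RELN at 2.05 and 1.08. These genes reached the mean of 5 CPM only through the knockout libraries. So did the rest of the highest 10 named below, with sgNS means of 1.09 to 4.05 CPM, except MTND1P23 (9.08 CPM). MARCHF4, a membrane ubiquitin ligase gene, rose 7.17-fold (2.84, SE 0.127). The long noncoding RNAs AC022167.2 (3.76), AC006452.2 (3.04) and AL137800.1 (2.65) and the pseudogenes MTND1P23 (2.90) and SMG1P7 (2.71) completed the highest 10, all on the log2 scale with adjusted p between 0.00037 and 0.00204. Among the largest falls, the gel-forming mucin MUC5B (chromosome 11, 1223066 to 1262172) was 10.2-fold lower (-3.36, SE 0.109), its neighbour MUC5AC 4.59-fold lower (-2.20, SE 0.0888) and the integrin beta chain gene ITGB3 (chromosome 17, 47253846 to 47311816) 5.12-fold lower (-2.36, SE 0.124). SNED1 (-2.62), HMCN1 (-2.19) and PCDHGB2 (-2.25), which encode extracellular or adhesion proteins, fell with them, as did APOLD1 (-2.58), ATXN7L3B (-2.40), PALM (-2.25) and SH3PXD2B (-2.22).

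In all, 2807 genes rose and 3148 fell with the guides averaged, of which 608 and 1073 changed by a log2 of at least 1. That balance depends on the scaling and the test, since the block with library size only gave 2295 higher and 3579 lower, and the block with the DESeq2 Wald test 2532 and 2341. Reads shared with similar sequences were not tested for MTND1P23, SMG1P7, the mucins or the protocadherin PCDHGB2. The planned edgeR quasi-likelihood fit without a block called 0 genes for sgA, sgB or their average, with 2406, 2487 and 3251 genes at an unadjusted p under 0.05, while the DESeq2 Wald test without a block called 752, 779 and 1316. Leaving out a library moved the blocked count of 5955 to 9236 without sgNS replicate 1, 3265 without sgA replicate 1, 3772 without sgA replicate 2 and 3827 without sgB replicate 2.

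Among the genes the study followed, SMAD3, the transcription factor that carries TGF-beta signals into the nucleus (chromosome 15, 67063763 to 67195195), was at 310 ± 61 CPM (SD, n = 2) in sgNS whole cells, 185 ± 90.3 CPM with sgA and 180 ± 73 CPM with sgB. It fell 1.72-fold (-0.78, SE 0.117, adjusted p = 0.00459). Within replicates the change was -1.13 and -0.50 for sgA and -1.05 and -0.61 for sgB. Both guides thus fell more in replicate 1, a spread that the SE may understate. The cytokine gene IL11, a TGF-beta target, fell 2.09-fold (-1.06, SE 0.0868). SPRY1, an inhibitor of growth factor signalling, fell 2.34-fold (-1.23, SE 0.117), the long noncoding RNA TUG1 2.14-fold (-1.10, SE 0.132) and SNAI1, a repressor of epithelial genes that rose in sgB nuclei (below), 2.45-fold (-1.29, SE 0.239). The tight junction gene CLDN7 fell 1.69-fold (-0.76, SE 0.185), and HPRT1, a purine salvage enzyme gene often used as a control, rose 1.39-fold (0.48, SE 0.0754). FN1, which encodes fibronectin (-0.33, SE 0.15, adjusted p = 0.136), and CDH1, which encodes E-cadherin (-0.68, SE 0.229, adjusted p = 0.0629), did not pass, nor did the control ACTB (adjusted p = 0.991) or the splicing factor SRSF3 (adjusted p = 0.921). In the planned edgeR fit without the block no gene of this paragraph passed, and SMAD3 had an adjusted p of 0.292, or 0.0101 without the filter on low counts.

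Of the 36 gene lists, 11 passed the camera test in the blocked whole-cell fit. Cadherins and protocadherins, the calcium-dependent adhesion proteins, fell together. Of 53 tested members 37 fell and 1 rose (41 and 1 adjusted over the list alone), among them CELSR1 (-1.23, SE 0.0984) and FAT4 (-1.11, SE 0.0768), with adjusted p = 4.36e-11 and a p of 0.159 with an estimated correlation. Their median log2 change was -1.21 within replicate 1 and -0.745 within replicate 2. Neuron projection and synapse genes fell in 28 of 51 members and rose in 3 (31 and 3 adjusted over the list alone, adjusted p = 1.25e-05, p = 0.0793 with an estimated correlation, medians -0.493 and -0.543). PLXND1, a semaphorin receptor gene, fell by 1.62 (SE 0.0755). Basement membrane genes fell in 13 of 25 members and rose in 1 (15 and 3 adjusted over the list alone, adjusted p = 0.00169, p = 0.205 with an estimated correlation, medians -0.61 and -0.354), with perlecan, HSPG2, at -1.75 (SE 0.0772) and LAMB3, a laminin chain gene, at 1.05 (SE 0.0713).

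Epithelial genes fell in 11 of 19 members and rose in 1 (13 and 1 adjusted over the list alone, adjusted p = 0.0199, p = 0.352 with an estimated correlation, within-replicate medians -0.344 and -0.45), among them plakoglobin, JUP, at -0.97 (SE 0.0635). The epithelial list did not pass without the block (adjusted p = 0.0804), nor in sgB nuclei (2 members higher and 4 lower of 20, adjusted p = 0.388) or cytoplasm (4 and 7, adjusted p = 0.594). Interferon-stimulated genes fell in 18 of 42 and rose in 2 (20 and 4 adjusted over the list alone, adjusted p = 0.0199, p = 0.145 with an estimated correlation, medians -0.369 and -0.363), with IFIT5 at -0.90 (SE 0.0865). Ribosomal protein genes fell in 43 of 83 and rose in 3 (45 and 3 adjusted over the list alone, adjusted p = 4.12e-05, p = 0.534 with an estimated correlation, medians -0.208 and -0.486), RPL7A among them (-0.56, SE 0.0781). Genes of G2 phase and mitosis fell in 17 of 48 and rose in 1 (18 and 1 adjusted over the list alone, adjusted p = 0.0199, p = 0.0836 with an estimated correlation, medians -0.248 and -0.125), with the cyclin gene CCNA2 at -0.52 (SE 0.0625).

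In the other direction, genes of the unfolded protein and ATF4 stress response rose in 19 of 29 members and fell in 1 (22 and 2 adjusted over the list alone, adjusted p = 0.000257, p = 0.157 with an estimated correlation, medians 0.264 and 0.392), with SESN2 at 0.93 (SE 0.0925) and the amino acid transporter gene SLC3A2 at 0.80 (SE 0.0824). Replication-dependent histone genes, whose mRNAs normally lack a poly(A) tail, rose in 12 of 29 members and fell in none (12 adjusted over the list alone, adjusted p = 1.25e-05, p = 0.228 with an estimated correlation, medians 0.753 and 0.374). H2AC6 rose 4.08-fold (2.03, SE 0.112) and H4C8 5.31-fold (2.41, SE 0.138). Mitochondrially encoded genes rose in 6 of 13 (8 adjusted over the list alone, adjusted p = 0.0199, p = 0.366 with an estimated correlation, medians 0.274 and 0.198), with MT-ND1 at 0.75 (SE 0.0955). That list did not pass without the block (adjusted p = 0.208). In the same libraries mitochondrial mRNA took 7.58 to 9.12% of counts in replicate 1 and 5.53 to 6.29% in replicate 2. Matrix proteases and their inhibitors rose in 13 of 30 and fell in 4 (14 and 4 adjusted over the list alone, adjusted p = 0.0381, p = 0.177 with an estimated correlation, medians 0.206 and 0.232), with the urokinase receptor gene PLAUR at 0.80 (SE 0.0663).

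TGF-beta response genes moved both ways. Of 27 members 9 rose and 8 fell (10 and 8 adjusted over the list alone), with ANGPTL4, which encodes a secreted lipase inhibitor, at 0.82 (SE 0.121) and IL11 at -1.06, and the list did not pass (adjusted p = 0.954). Their median was -0.217 within replicate 1 and 0.0568 within replicate 2. TGF-beta pathway components fell in 10 of 30 and rose in 4 (11 and 4 adjusted over the list alone, adjusted p = 0.0666), among them the latent TGF-beta binding protein genes LTBP3 (-1.22, SE 0.0835) and LTBP4 (-1.30, SE 0.113). Without the block 10 lists passed. The epithelial and mitochondrially encoded genes were not among them, while luminal breast and keratinocyte markers were, as a list lower in the knockouts (9 members, median -1.03, adjusted p = 0.0213, against -1.02 and 0.0503 with the block). With an estimated correlation 0 of 36 lists passed in either whole-cell fit.

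The 2 guides gave nearly the same changes. With the block, sgA raised 2138 genes and lowered 2319, and sgB raised 2271 and lowered 2462. The block with library size only gave 1654 and 2666 for sgA and 1784 and 2760 for sgB, and the block with the DESeq2 Wald test 1938 and 1787, and 2020 and 1865. Of the calls with the block, 1932 rose and 2036 fell with both guides and 0 moved in opposite directions, against 274 and 322 if the calls were independent. Without 1 library the 3968 became 7891 or 7144 (sgNS replicate 1 or 2), 749 or 1205 (sgA replicate 1 or 2) and 2280 or 1196 (sgB replicate 1 or 2). MUC5B was -3.15 with sgA and -3.56 with sgB, MT-TM 4.27 and 4.45, and SMAD3 -0.77 and -0.79. Both guides share the same 2 control libraries, which makes changes alike by chance. In 20 simulations with no true change, 0 to 3 genes were called for both guides and the changes correlated across genes at 0.462 to 0.532, against 3968 genes and 0.957 here. Genes are not independent replicates. A direct test of sgA against sgB called 0 genes by edgeR, with 175 at an unadjusted p under 0.05 with the block and 42 without. DESeq2 called 0 without the block and 2 with it, and edgeR called 48 without the filter on low counts and 76 with the block but without sgNS replicate 1. This does not show that the guides act alike for any single gene.

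In control cells the fractions separated known nuclear from known cytoplasmic RNAs. The nuclear noncoding RNAs NEAT1 and MALAT1 were 48.1-fold (log2 5.59, SE 0.0794) and 18.8-fold (4.23, SE 0.0686) higher in nuclei, while all 13 mitochondrially encoded genes were lower there, with a median log2 of -5.91 (13 adjusted over the list alone, adjusted p = 2.64e-09, adjusted p = 0.212 with an estimated correlation). Ribosomal protein genes were lower in nuclei in 83 of 84 members, with a median of -1.56 (83 adjusted over the list alone, adjusted p = 2.47e-24, adjusted p = 0.209 with an estimated correlation). Cadherins and protocadherins were higher in nuclei in 50 of 56 and lower in 2, with a median of 1.84 (the same counts adjusted over the list alone, adjusted p = 2.29e-11, adjusted p = 0.0914 with an estimated correlation). The 3 calls were thus lost with an estimated correlation, while their directions held under each scaling. In all, 7217 genes were higher in nuclei and 6734 higher in cytoplasm. That balance rests on the scaling, since the median of all genes was 0.0389 with TMM over all libraries, 0.435 with TMM within each fraction, 0.46 by library size and 0.985 by spike-ins.

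The fractions asked which RNAs YTHDC1 loss shifts between nucleus and cytoplasm, and the ratio rose for SMAD3. In cytoplasm SMAD3 went from 230 ± 6.88 to 72 ± 0.988 CPM (SD, n = 2), a 3.09-fold fall (-1.63, SE 0.0532, adjusted p = 2.61e-10). In nuclei it went from 384 ± 18 to 318 ± 6.11 CPM, a 1.16-fold fall (-0.22, SE 0.051, adjusted p = 0.00379). Its nuclear to cytoplasmic ratio therefore rose 2.65-fold (1.41, SE 0.0733, adjusted p = 1.78e-07), from log2 ratios of 0.72 and 0.75 in sgNS to 2.13 and 2.14 in sgB. It ranked 4 by p of 20497 genes. TUG1 (chromosome 22, 30969245 to 30979395) behaved alike, with a ratio change of 1.15 (SE 0.0732, adjusted p = 8.25e-07) made of -0.83 in nuclei and -1.98 in cytoplasm. IL11 (ratio change -0.23, adjusted p = 0.227), SPRY1 (0.20, adjusted p = 0.191) and SRSF3 (-0.21, adjusted p = 0.13) did not pass. Scaled to the spike-ins, whose share was about 2 times as high in the sgB replicate 2 libraries, SMAD3 kept its ratio change (1.39) but lost the call (adjusted p = 1). With the fractions of each guide and replicate paired by a block, the spike-in scaled change was 1.40 (adjusted p = 1.84e-07).

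Nuclear retained genes numbered 434 and opposite genes 262. The opposite count fell to 106 or 119 without sgNS nuclear replicate 1 or 2, to 121 or 140 without sgB nuclear replicate 1 or 2, and to 172 without sgB cytoplasmic replicate 2. The DESeq2 Wald test gave 416 retained and 135 opposite genes. The largest retained change was in PPP2R2D, a regulatory subunit of protein phosphatase 2A (chromosome 10, 131900644 to 131959834), at 6.15-fold (2.62, SE 0.0824, adjusted p = 9.25e-10), which rose from 46.8 ± 1.13 to 140 ± 4.05 CPM in nuclei and fell from 48.2 ± 1.23 to 23.5 ± 1.02 CPM in cytoplasm (SD, n = 2). The noncoding RNAs AC022167.2 (2.48, SE 0.231) and LINC01128 (1.82, SE 0.0979), the zinc finger genes ZNF354C (2.03, SE 0.148) and ZNF234 (1.89, SE 0.157), the metalloprotease gene ADAMTS17 (1.91, SE 0.239), the potassium channel gene KCNJ14 (1.83, SE 0.181), AP001931.2 (1.92, SE 0.284) and the WD repeat gene WDR6 (1.83, SE 0.0818, chromosome 3, 49007062 to 49015953) followed. The mitochondrial gene MT-ND2 rose by 1.74 (SE 0.0897). The ratio moved the other way for noncoding RNAs such as KCNQ1OT1, a nuclear imprinting transcript (chromosome 11, 2608328 to 2699994, -1.39, SE 0.125), SNHG10 (-1.31, SE 0.148), SNHG4 (-1.27, SE 0.103), AP000944.3 (-1.63, SE 0.266) and AC016831.4 (-1.24, SE 0.208), for the pseudogene NSUN5P2 (-1.36, SE 0.195) and the unclassified AL136164.3 (-1.31, SE 0.201), and for the cation channel gene TRPM4 (-1.38, SE 0.216), SPACA6 (-1.32, SE 0.132), the mannosidase gene MAN1A2 (-1.23, SE 0.107) and the mitochondrial iron importer gene SLC25A37 (-0.87, SE 0.0709). AL034430.1 had 0 CPM in both sgNS nuclear libraries against 1.37 and 2.90 in sgB, and the small nucleolar RNA SNORA73A 0 CPM in both sgNS cytoplasmic libraries against 0.73 and 0.961 in sgB, so no fold is given.

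A fall in cytoplasm was the more frequent component of retention. Of the 434 retained genes 319 fell in cytoplasm, of which 105 fell in nuclei as well, 90 rose in nuclei and 124 did not pass there. In nuclei 205 rose, and the retained genes' medians were 0.227 in nuclei and -0.606 in cytoplasm. Of the 262 opposite genes 194 rose in cytoplasm and 109 fell in nuclei. Long noncoding RNAs made up 35.1% of opposite and 12% of retained genes, against 19.2% of all 20497 tested. Spike-in scaling left 17 genes past the threshold in place of 696, or 730 with the fractions paired by a block, and without both sgB replicate 2 fractions there were 388 (275 retained, 113 opposite).

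**Figure D2:**
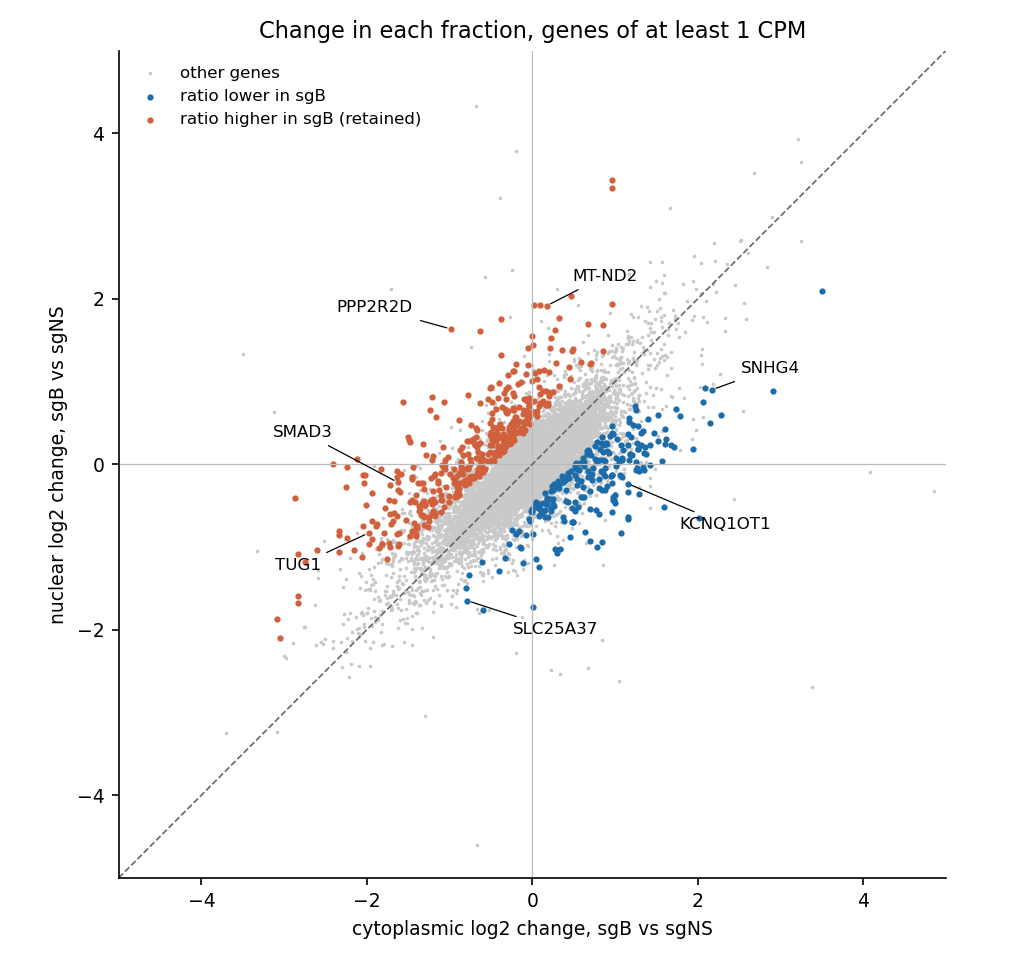
Log2 change of sgB against sgNS in nuclei (vertical axis) and cytoplasm (horizontal axis) for 14380 genes of at least 1 CPM, 17 of which lie outside the axes, with 426 retained genes in orange and 235 opposite genes in blue. SMAD3 sits at -0.22 in nuclei and -1.63 in cytoplasm, and the dashed line marks an equal change in both.

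The lists showed which kinds of genes the ratio change favoured, and 16 of 36 passed. Numbered zinc finger (ZNF) genes, most of them encoding DNA-binding KRAB repressors, rose in 102 of 454 members and fell in 13 (132 and 24 adjusted over the list alone, adjusted p = 2.52e-10, adjusted p = 0.0902 with an estimated correlation). ZNF292 rose by 1.43 (SE 0.0788) and ZNF850 by 1.44 (SE 0.0996), while ZNF638 fell by 0.66 (SE 0.0877). At the bound of 0.5, 80 of 454 ZNF genes (17.6%) were retained against 280 of 13731 other protein-coding genes (2.04%), an odds ratio of 10.3 (Fisher's exact test, two-sided, p = 3.65e-45, with genes taken as independent). Mitochondrially encoded genes rose in 9 of 13 and fell in none (12 adjusted over the list alone, median 1.12, adjusted p = 3.66e-14, adjusted p = 0.118 with an estimated correlation), with MT-ND1 at 1.45 (SE 0.0877). Matrix proteases and inhibitors rose in 10 of 33 (13 adjusted over the list alone, adjusted p = 6.88e-06, adjusted p = 0.118 with an estimated correlation), with MMP16 at 0.77 (SE 0.15). Hosts of small nucleolar RNAs fell in 9 of 35 (12 adjusted over the list alone, adjusted p = 0.000109, adjusted p = 0.118 with an estimated correlation), SNHG4 and SNHG10 first among them.

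Among the other lists that passed, TGF-beta pathway components had 4 of 30 members with a raised ratio (5 adjusted over the list alone, adjusted p = 0.00909, p = 0.161 with an estimated correlation), SMAD3 and the inhibitory SMAD6 (1.31, SE 0.116) among them. TGF-beta response genes had 6 of 27 raised (9 raised and 2 lowered adjusted over the list alone, adjusted p = 0.0409, p = 0.174 with an estimated correlation), led by tenascin C, TNC, at 0.48 (SE 0.0879). Wnt pathway genes had 7 of 39 raised (11 adjusted over the list alone, adjusted p = 0.00326, p = 0.104 with an estimated correlation), with the tumour suppressor APC at 0.65 (SE 0.0782). Splicing factors of the SR type had 4 of 34 lowered (7 adjusted over the list alone, adjusted p = 0.00106, p = 0.151 with an estimated correlation), with SRRM2 at -0.41 (SE 0.0725). Neuron projection genes had 6 of 51 raised and 2 lowered (9 and 3 adjusted over the list alone, adjusted p = 0.00764, p = 0.194 with an estimated correlation), and cadherins 4 of 56 raised and 2 lowered (10 and 3 adjusted over the list alone, adjusted p = 0.0464, p = 0.111 with an estimated correlation). Integrins had 1 of 18 raised (6 adjusted over the list alone, adjusted p = 0.00337, p = 0.159 with an estimated correlation), namely ITGA5 at 0.37 (SE 0.0762).

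In the remaining 5 lists at most 2 members passed. Ribosomal protein genes had 2 of 84 raised (0 adjusted over the list alone, adjusted p = 0.00132, p = 0.287 with an estimated correlation), RPS4X (0.30, SE 0.0813) and RPL4 (0.25, SE 0.0677). The stress response list had DNAJB9 raised (0.55, SE 0.104) of 29 members (1 adjusted over the list alone, adjusted p = 0.0181, p = 0.33 with an estimated correlation). Lowered were NDUFA10 (-0.32, SE 0.0836) of 76 nuclear genes of oxidative phosphorylation (0 adjusted over the list alone, adjusted p = 0.00106, p = 0.064 with an estimated correlation), BUB1 (-0.54, SE 0.112) of 48 G2 and mitosis genes (1 adjusted over the list alone, adjusted p = 0.00106, p = 0.32 with an estimated correlation), and NXF1 (-0.35, SE 0.0776) of 33 mRNA export factors (1 adjusted over the list alone, adjusted p = 0.0233, p = 0.149 with an estimated correlation). Every one of the 16 lists failed after adjustment with an estimated correlation, ZNF genes coming closest. The number of lists fell to 8 without sgB nuclear replicate 2, to 10 without sgNS cytoplasmic replicate 1 and to 2 with spike-in scaling (15 with the paired fractions), without a change in the direction of any of the 16 medians under any scaling.

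**Figure D3:**
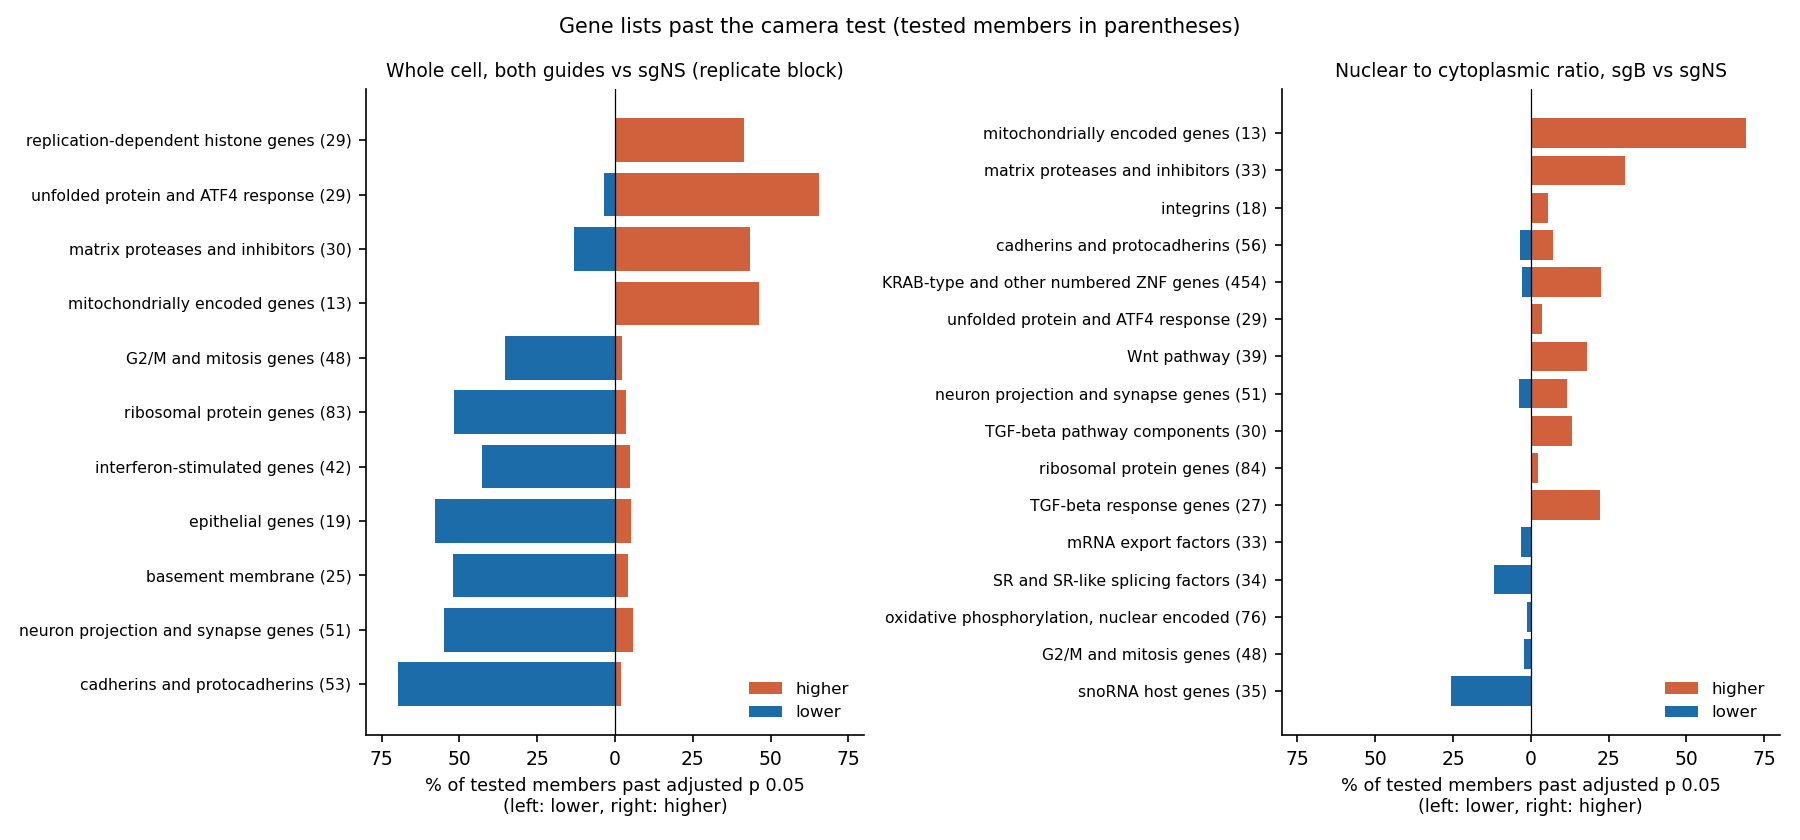
Percent of tested members (horizontal axis) past an adjusted p of 0.05, higher to the right in orange and lower to the left in blue, for the 11 lists past the camera test in whole cells with the replicate block and the 16 for the nuclear to cytoplasmic ratio. Cadherins and protocadherins fell in 37 of 53 members in whole cells, and mitochondrially encoded genes rose in 9 of 13 for the ratio.

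Taken separately, each fraction repeated much of the whole-cell picture. In nuclei 3970 genes rose and 3951 fell with sgB, and in cytoplasm 4924 rose and 4129 fell. The balance turned by library size alone, with 3232 higher and 4619 lower in nuclei and 4117 and 4663 in cytoplasm, and TMM within each fraction gave 4174 and 4621 in cytoplasm. FBXW10 rose by 3.65 in nuclei (SE 0.198) and 3.25 in cytoplasm (SE 0.257), MARCHF4 by 2.67 (SE 0.146) and 2.20 (SE 0.136), and MT-TM by 3.52 (SE 0.559) and 2.68 (SE 0.265). MUC5B fell by 3.23 (SE 0.107) and 3.09 (SE 0.137). SNAI1, lower in whole cells with sgB (-1.02, SE 0.282, adjusted p = 0.0402), went the other way in the fractions, with a rise in nuclei (0.55, SE 0.201, adjusted p = 0.0427) and a value of 0.41 in cytoplasm that did not pass (adjusted p = 0.081). Both calls lay close to the threshold, and the whole-cell level of SNAI1 was low, at 3.11 and 3.13 CPM with sgNS and 1.86 and 1.17 CPM with sgB. FN1, which did not pass in whole cells, fell by 0.37 in nuclei (SE 0.0603) and by 0.36 in cytoplasm (SE 0.0613). In nuclei the next largest falls were in SNED1 (-2.27), FCGBP, a mucin-like gene (-2.22), CXXC4, an inhibitor of Wnt signalling (-2.18), and MUC5AC (-2.15). In cytoplasm they were in ATXN7L3B (-3.09), HCP5 (-3.05), MAP10 (-2.84) and CHML (-2.83). The pooled U3 small nucleolar RNA entry, which joins several loci, went from 2.68 ± 1.38 to 27.1 ± 7.87 CPM in cytoplasm (SD, n = 2). Of 17525 genes tested in both tables, 3899 were called in sgB whole cells and in nuclei, and 3885 of these moved the same way. Independent calls would give 1030 genes called in both with the same direction. For cytoplasm 3871 were called in both and 3834 moved the same way, against 1170 genes called in both with the same direction.

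Cadherins and protocadherins fell in both fractions, in 39 of 56 members in nuclei (41 adjusted over the list alone, adjusted p = 3.32e-09, adjusted p = 0.168 with an estimated correlation) and 37 of 56 in cytoplasm (38 adjusted over the list alone, adjusted p = 1.29e-10, adjusted p = 0.13 with an estimated correlation), with 2 and 3 members higher. Interferon-stimulated genes fell in 26 of 42 in nuclei (28 adjusted over the list alone, adjusted p = 2.92e-05, adjusted p = 0.491 with an estimated correlation) and 25 in cytoplasm (29 adjusted over the list alone, adjusted p = 3.42e-06, adjusted p = 0.409 with an estimated correlation), with the helicase gene DDX60 at -1.34 (SE 0.0601) and -1.19 (SE 0.0612). Mitochondrially encoded genes rose in 12 of 13 in nuclei (12 adjusted over the list alone, median 0.994, adjusted p = 1.47e-07, adjusted p = 0.455 with an estimated correlation). ZNF genes fell in 179 of 454 in cytoplasm and rose in 66 (192 and 71 adjusted over the list alone, adjusted p = 0.000146, adjusted p = 0.228 with an estimated correlation). Genes of the stress response rose in 20 of 29 in nuclei and fell in 1 (22 and 1 adjusted over the list alone, adjusted p = 2.11e-06, adjusted p = 0.491 with an estimated correlation, with ASNS, asparagine synthetase, at 1.40, SE 0.0672), a direction that turned to a median of -0.0666 with spike-in scaling. That scaling moved the median of all genes to -0.465 in nuclei and -0.396 in cytoplasm, from -0.0114 and 0.0433, and left 161 and 240 genes past the threshold.

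The last comparison asked whether genes whose ratio changed also changed in whole-cell RNA, which comes from other libraries. Of 431 retained genes measured there, 121 fell and 105 rose with the block, SMAD3 and TUG1 among those that fell. Both shares exceeded those of other genes (28.1% against 17.6%, odds ratio 1.82, p = 1.45e-07, and 24.4% against 15.7%, odds ratio 1.73, p = 4.96e-06, Fisher's exact tests, two-sided, with genes taken as independent). The other genes were not matched on expression, so retained genes may only be easier to call in either direction. As a set the n = 431 retained genes did not pass, with a median of 0.0213, a mean of the other sign, -0.0301, and p = 0.984 by camera without the block. With the block the signs differed as well (median 0.0195, mean -0.0286, camera p = 0.976 for a fall, n = 431 genes). Of 246 opposite genes 66 rose and 39 fell, and their median was 0.143 (n = 246 genes, p = 0.0233 by camera without the block, p = 0.101 with an estimated correlation). With the block in the whole-cell fit alone it was 0.146 (camera p = 0.0201, p = 0.124 with an estimated correlation, n = 246 genes), and with the block in both fits it was 0.122 and the call was lost.

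The authors' deposited tables list 6157 genes with sgA and 6252 with sgB at an adjusted p under 0.05. Of the genes called here with the block and listed there, 4260 of 4450 and 4479 of 4724 were also called in the authors' deposited tables. In the deposited ratio table SMAD3 stood at 1.45 (SE 0.08), and 347 genes had a log2 of at least 0.5 with an unadjusted p under 0.05 and 91 a log2 of at most -0.5. Of these 347 genes, 325 were nuclear retained here too.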

Values the study reported

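The paper combined its whole-cell RNA-seq with maps of m6A and of YTHDC1 binding and reported 420 genes, SMAD3 among them. From the fractions it reported 347 genes retained in the nucleus, and its overlap of retained, m6A-marked and YTHDC1-bound genes held 172 potential targets. By RT-qPCR of the fractions, as a ratio of nucleus to cytoplasm, it reported a 2-3-fold elevation for SMAD3 mRNA.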

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

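Tests of more mitochondrial RNA in the cells and of fewer S phase cells were chosen after the results they measure had been seen, and a step of the carry-over test was added after its first value had been seen. The bootstrap intervals below resample the genes of a set as if they were independent. They leave out the spread between replicates.

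The share of counts from the ERCC spike-ins stood out in replicate 2 of sgB, at 1.31% in the nuclear and 1.89% in the cytoplasmic library, against 0.644 to 0.67% in the other nuclear and 0.902 to 0.976% in the other cytoplasmic libraries. The spike-ins are outside the report's comparisons, which scale to the genes. Within a replicate the cytoplasmic share was 1.4 to 1.46 times the nuclear share in all 4 pairs of fractions.

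Replication-dependent histone genes moved in opposite directions in the differently prepared libraries. In poly(A) whole-cell RNA their median log2 change was 0.847 over 29 tested genes with the guides averaged, and every whole-cell knockout library lay above the sgNS mean (sgA 0.478 and 0.93, sgB 0.836 and 1.08). In the rRNA-depleted fractions the median over 44 tested genes with sgB was -0.466 in nuclei and -0.3 in cytoplasm, and every sgB library lay below the sgNS mean (-0.502 and -0.488 in nuclei, -0.346 in both cytoplasmic libraries). The medians were not limited to genes tested in both kinds of library. The difference between the kinds of library was not tested.

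A first candidate explanation for the histone pattern is less stringent poly(A) selection in the knockout libraries, which would raise other RNAs without a tail. The 7 of 34 such RNAs that could be measured had a median whole-cell change of 0.829 (95% bootstrap interval -0.513 to 1.38) against a bound of 0.424. The signal recognition particle RNAs RN7SL1 (-0.51) and RN7SL2 (-0.82) lay on the other side of 0 from RN7SK (0.83), so with 7 RNAs that disagree this explanation cannot be told apart from a change in the histone mRNAs themselves. Fewer S phase cells would lower histone mRNA in the fractions. The median of 45 G1/S and DNA replication genes was 0.0563 in nuclei (-0.0399 to 0.136, against a bound of -0.233) and 0.18 in cytoplasm (0.0565 to 0.231, against -0.15). Spike-in scaling turns both medians negative (-0.381 and -0.258) with those of all genes. The list, whose members moved both ways, thus argues against fewer S phase cells only under scaling to the genes. Genes of G2 phase and mitosis fell in sgB nuclei (28 lower and 1 higher of 48, median -0.24, camera adjusted p = 2.48e-05, 0.728 with an estimated correlation). A wider change of the cell cycle was not tested. Longer tails on histone mRNA after loss of YTHDC1 stay open as an untested hypothesis.

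Mitochondrially encoded RNAs were higher in the sgB nuclear libraries, with a median of 0.994 over 13 genes, and took 0.558 and 0.565% of nuclear counts against 0.285 and 0.314% in sgNS. More mitochondrial RNA in the cells as a whole was argued against as the whole cause by the cytoplasm, where their median was 0.0198 (-0.0965 to 0.177, against a bound of 0.497, with a mean of -0.0332 and a median of -0.0333 by library size alone), although in poly(A) whole-cell RNA 6 of the 13 rose and none fell, with a median of 0.271. Carry-over of cytoplasm into the sgB nuclei, fitted to these genes at 1.64% of the cytoplasmic level, predicts a ratio change of 0.108 for the 128 most cytoplasmic nuclear-encoded genes. Their median was 0.02 (-0.0169 to 0.048), under the bound of 0.0541 set beforehand for excluding carry-over, but the scaling placed the median of the 9200 less cytoplasmic genes at -0.0325, which that bound had ignored. With this median subtracted, a step added after the first value was seen, the 128 genes stood at 0.0526 (0.0156 to 0.0806), which spans the bound, so carry-over cannot be told apart from mitochondria that stay with the sgB nuclei or from another effect of YTHDC1 loss.

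Numbered ZNF genes made up 80 of the nuclear retained genes. Low counts were argued against, since 1000 sets of other protein-coding genes matched on mean CPM held a median of 11 retained genes (4 to 24, against a bound of 40). Long exons were argued against as the whole cause, since 1000 sets matched on CPM and on the longest exon held a median of 19 (7 to 32), with a median longest exon of 3080 bases in the matched genes. Reads shared among related ZNF genes were not tested. In sgB nuclei 112 of 454 ZNF genes rose and 109 fell (median -0.00047, camera adjusted p = 0.841). In cytoplasm 66 rose and 179 fell (median -0.173). As a list, ZNF genes were thus lower in cytoplasm but not higher in nuclei. That loss of YTHDC1 holds ZNF mRNAs in the nucleus stays a hypothesis, found and tested on the same data.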

How the results depend on the processing

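Spike-in scaling, the setting without both sgB replicate 2 fractions, the combinations of the block with another choice, the spike-in scaling with a block, and the left-out libraries within the block were added after the data had been seen. Where a library was left out, the lone library of its group was assumed to vary like the other groups. Without an sgNS library, the spread within the block came from the agreement of sgA and sgB alone. Calls in that setting say nothing about the spread of the control. Every setting chosen beforehand was run. With 27312118 to 48127441 counts per library, the spread between 2 replicates limits these results more than depth does. In the following, causes were not tested unless stated.

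The whole-cell results rest on the replicate block, the pairing of libraries by replicate number. Without it edgeR called 0 genes for sgA, sgB, their average or both guides in the same direction, also without any 1 library (2406, 2487 and 3251 genes at an unadjusted p under 0.05 for the first 3). With the block these counts were 4457, 4733, 5955 and 3968. They were 3725, 3885, 4873 and 3321 with the block and the DESeq2 Wald test, 4491, 4778, 5989 and 3995 with the block and filterByExpr, and 4320, 4544, 5874 and 3819 with the block and library size only. ComBat-seq gave 6799, 7056, 8060 and 6051, but it fits the batch before the test and does not charge its degree of freedom. Without a block the DESeq2 Wald test gave 752, 779, 1316 and 657, and edgeR without a filter 1044, 1065, 1788 and 863. Between sgA and sgB, 48 genes differed without a filter and 2 with the block and DESeq2.

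Within the block, leaving out sgNS replicate 1 raised the counts to 8666, 8819, 9236 and 7891, and the lowest were 767 without sgA replicate 1 for sgA, 1245 without sgB replicate 2 for sgB, 3265 without sgA replicate 1 for their average and 749 without sgA replicate 1 for both guides. For both guides the other counts were 7144 without sgNS replicate 2, 1205 without sgA replicate 2, 2280 without sgB replicate 1 and 1196 without sgB replicate 2. Between sgA and sgB there were 76 without sgNS replicate 1, 56 without sgNS replicate 2, 14 without sgB replicate 1 and 1 without sgA replicate 2.

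YTHDC1 kept its direction in whole cells under every setting. It was -0.55 with the block, -0.5556 with ComBat-seq, and -0.5347, -0.5492 and -0.603 with the block and DESeq2, filterByExpr or library size, all past the threshold. Left-out libraries gave -0.8231 (without sgNS replicate 2) to -0.2425 (without sgNS replicate 1) without the block, and -0.6691 to -0.4375 with it. SMAD3 kept its direction too, at -0.779, -0.7924, -0.7643, -0.7782 and -0.8325 in the same order, and at -0.7218 without a filter (adjusted p = 0.0101, against 0.00374 to 0.367 over the settings chosen beforehand that keep all libraries). Left-out libraries gave -1.025 (without sgNS replicate 2) to -0.5325 (without sgNS replicate 1) with the block.

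Genes that had not passed in the report moved across 0. ACTB in whole cells was 0.01125 with DESeq2 size factors and with the Wald test, 0.005771 without a filter and 0.01371 with the block and DESeq2, where SRSF3 was 0.005056. The FN1 ratio change was 0.03074 with DESeq2 size factors and with the Wald test, 0.04697 with TMM within each fraction, 0.063 with filterByExpr and 0.01207 without a filter. Left-out libraries gave -0.1736 to 0.2008 for ACTB, -1.867 to 1.681 for CDH1, -1.048 to 0.5662 for FN1 and -0.5079 to 0.7118 for SRSF3 in whole cells. For the ratio they gave -0.271 to 0.388 for CDH1, -0.2861 to 0.03083 for CLDN7, -0.07909 to 0.1232 for FN1 and -0.06115 to 0.232 for HPRT1. None of the values on the other side of 0 passed the threshold. Within the block FN1 passed without sgNS replicate 2 (-0.6688), and the CDH1 log2 change, both guides, whole cell, passed without sgNS replicate 1 (-0.906) and without sgB replicate 1 (-0.7981).

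In the fractions the ratio count of 696 became 17 with spike-in scaling, 388 without both sgB replicate 2 libraries, 268 at an absolute log2 of at least 1 and 1139 with no bound, and lay between 540 and 894 without any 1 library. The DESeq2 Wald test gave 551 (416 retained and 135 opposite), filterByExpr 768 (566 and 202), and a block 693, or 756 within each guide. With that block, which pairs the fractions of a guide and replicate, spike-in scaling gave 730 genes, 15 lists and a SMAD3 change of 1.397 (adjusted p = 1.84e-07), so the losses with spike-in scaling alone came with the unpaired fit. Spike-in scaling without it also left 161 genes in nuclei, 240 in cytoplasm and 6123 between the sgNS fractions, and the bound of 1 left 1456, 1899 and 6505. That bound asks more of the same genes. SMAD3 had a ratio change of 1.386 with spike-in scaling (adjusted p = 1) and of 1.388 to 1.511 without any 1 library, all past the threshold.

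Gene lists past the threshold numbered 0 with an estimated correlation in whole cells and for the ratio. In whole cells there were 7 without sgA replicate 1 and no block, and 16 within the block without sgNS replicate 2. For the ratio there were 2 with spike-in scaling, 9 without both sgB replicate 2 libraries, 8 without sgB nuclear replicate 2, 10 without sgNS cytoplasmic replicate 1 and 18 without sgNS cytoplasmic replicate 2. The median whole-cell change of retained genes was -0.00731 with the block in both the ratio and the whole-cell fit and -0.0368 for sgB alone, and -0.101 (without sgNS replicate 2) to 0.111 (without sgNS replicate 1) otherwise. That of opposite genes was 0.143 with an estimated correlation and 0.122 with the block in both fits, neither past the threshold, and 0.146 with the block in the whole-cell fit alone, which passed with the preset but not with an estimated correlation (p = 0.124, n = 246 genes).

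Over the named genes and the settings chosen beforehand that keep all libraries, 330 ratio values stayed on their side of the threshold, 3 lost and 1 gained a call, and 5 changed sign. In whole cells 108 stayed, 99 gained a call and 3 changed sign. All 89 values in nuclei and all 89 in cytoplasm stayed.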

Other observations

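The split of mitochondrial transfer RNAs by strand and the comparison of exon lengths outside the ZNF genes were chosen after the data had been seen.

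Mitochondrial transfer RNAs were counted by the strand they are read from. Of those cut from the heavy-strand transcript 9 of 10 rose in whole cells, with a median log2 change of 2.17, and 11 of 13 in sgB cytoplasm, with a median of 1.44. Of those from the light-strand transcript 1 of 6 rose in whole cells (median 0.37), and in cytoplasm 0 of 7 rose and 1 fell (median -0.386). The difference between the strands was not tested, and the strand on which reads were counted is not stated.

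MALAT1, found in nuclear speckles, and NEAT1, the scaffold of paraspeckles, were lower in the sgB nuclear RNA. MALAT1 held 3.61 and 3.37% of nuclear counts in sgNS and 2.51 and 2.48% in sgB, and its nuclear level fell by 0.43 (SE 0.0602). NEAT1 fell by 1.02 in nuclei (SE 0.0657), and its ratio fell by 0.88 (SE 0.0931). Long noncoding RNAs as a class, MALAT1 included, held 6.89 and 6.48% of nuclear counts in sgNS and 4.83 and 4.91% in sgB, so part of this fall is that of MALAT1.

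Nuclear retained protein-coding genes had long exons. The median of their longest exon was 3779 bases over 359 genes, against 1986 over 13653 other genes. Without the ZNF genes it was 3624 over 279 genes, and 1000 sets matched on mean CPM had medians of 1593 to 2415.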
